# Outbred genome sequencing and CRISPR/Cas9 gene editing in butterflies

**DOI:** 10.1038/ncomms9212

**Published:** 2015-09-10

**Authors:** Xueyan Li, Dingding Fan, Wei Zhang, Guichun Liu, Lu Zhang, Li Zhao, Xiaodong Fang, Lei Chen, Yang Dong, Yuan Chen, Yun Ding, Ruoping Zhao, Mingji Feng, Yabing Zhu, Yue Feng, Xuanting Jiang, Deying Zhu, Hui Xiang, Xikan Feng, Shuaicheng Li, Jun Wang, Guojie Zhang, Marcus R. Kronforst, Wen Wang

## Abstract

Butterflies are exceptionally diverse but their potential as an experimental system has been limited by the difficulty of deciphering heterozygous genomes and a lack of genetic manipulation technology. Here we use a hybrid assembly approach to construct high-quality reference genomes for *Papilio xuthus* (contig and scaffold N50: 492 kb, 3.4 Mb) and *Papilio machaon* (contig and scaffold N50: 81 kb, 1.15 Mb), highly heterozygous species that differ in host plant affiliations, and adult and larval colour patterns. Integrating comparative genomics and analyses of gene expression yields multiple insights into butterfly evolution, including potential roles of specific genes in recent diversification. To functionally test gene function, we develop an efficient (up to 92.5%) CRISPR/Cas9 gene editing method that yields obvious phenotypes with three genes, *Abdominal-B*, *ebony* and *frizzled*. Our results provide valuable genomic and technological resources for butterflies and unlock their potential as a genetic model system.

## Abstract (web summary)

Butterflies are a promising system to study the genetics and evolution of morphological diversification, yet genomic and technological resources are limited. Here, the authors sequence genomes of two *Papilio* butterflies and develop a CRISPR/Cas9 gene editing method for these species.

Butterflies are famous for their extraordinarily diverse wing patterns, which differ not only among species but also among populations, sexes and even seasonal forms^1^,^2^. Wing patterns are highly variable, because they are multifunctional, involved in roles from crypsis to warning colouration, mimicry, thermoregulation and mate selection^2^,^3^. Beyond wing pattern, butterflies are also diverse in virtually all aspects of their biology, ranging from behaviour and biogeography to cellular biology and biochemistry, with decades of study having placed much of this variation in a well-resolved ecological context^4^. These features make butterflies a promising system to explore the genetics, evolution and development of morphological diversification and speciation^5^,^6^.

Although butterflies have notable strengths in terms of natural variation and ecology, they also suffer critical shortcomings in the quest to characterize the genetic basis of organismal phenotypes, in particular difficulty in deciphering usually heterozygous genomes and a lack of functional genetics methodology. For instance, although there are estimated 18,000 butterfly species, there are currently only 6 butterfly genome sequences^7^,^8^,^9^,^10^,^11^. If additional, high-quality genomes from closely related species were available, it would be feasible to comprehensively trace genetic changes responsible for phenotypic change over evolutionary time. However, the nature of high heterozygosity in most wild insects, including butterflies, has hampered efforts to obtain high-quality reference genomes^7^,^12^,^13^. In addition, efficient and precise genetic manipulation technologies are indispensable for a model organism. However, general and efficient genetic manipulation of butterflies has not been reported, which, together with limited genomic resources, has greatly restricted their application as model organisms. The only case of genome editing in a butterfly is the use of zinc-finger nucleases in the monarch butterfly^14^. Recently, clustered regulatory interspaced short palindromic repeat (CRISPR)-associated (Cas)-based RNA-guided DNA endonucleases such as the *Streptococcus pyogenes* Cas9 nuclease (CRISPR/Cas9) has emerged as an efficient tool for gene editing across a wide spectrum of organisms^15^,^16^, including insects such as fruitfly *Drosophila melanogaster*^17^,^18^ and silkworm *Bombyx mori*^19^,^20^.

*P. xuthus* and *P. machaon* are two closely related swallowtail butterfly species from the most basal lineage of butterflies, the family Papilionidae. Despite being closely related, *P. xuthus* and *P. machaon* differ in many aspects of their biology, including adult and larval colour pattern, larval host plants and geographic distribution, with *P. xuthus* mainly distributed in East Asia and *P. machaon* widely distributed across Asia, Europe and North America. Papilionidae is one of the most historically significant groups of butterflies; *P. machaon* was named as the type species for all butterflies by Linnaeus^21^ and since then the group has been a long-term focus in the study of mimicry, vision and learning, and pigmentation^3^.

Here we present high-quality reference genomes for the two highly heterozygous and closely related butterflies *P. xuthus* and *P. machaon*. Integrating comparative genomics and analyses of gene expression yields multiple insights into butterfly evolution. We develop an efficient and widely applicable CRISPR/Cas9 gene editing method that results in obvious phenotypes with three genes, *Abdominal-B* (*Abd-B*), *ebony* and *frizzled (fz)*. Our results provide valuable genomic and technological resources for butterflies and unlock their potential as a genetic model system.

## Results

### Genome sequencing and assembly

We collected *P. xuthu*s and *P. machaon* samples from the suburb of Ya’an (Sichuan, China) (Supplementary Fig. 1). The heterozygosity of the two species was high, 1.008% for *P. xuthu*s and 1.229% for *P. machaon*, and initial assembly using standard Illumina next-generation sequencing data resulted in poor assemblies (Supplementary Note 1, Supplementary Tables 1–3 and Supplementary Fig. 2). Therefore, we used 454FLXPlus long reads (≥700 base pair (bp)) in combination with a large quantity of Illumina short reads (100–150 bp, >87 × ), to assemble contigs, and we then used Illumina long-insert mate-pair sequencing data to generate scaffolds (Supplementary Note 1, Supplementary Tables 1–11 and Supplementary Figs 2–6). This hybrid assembly approach eliminated issues due to high heterozygosity, yielding a final assembly comprising 244 Mb with contig N50 of 492 kb and scaffold N50 of 3.4 Mb for *P. xuthus* and a 281-Mb assembly with contig N50 of 81 kb and scaffold N50 of 1.15 Mb for *P. machaon* (Table 1 and Supplementary Tables 6 and 7). Three evaluation methods show that our assemblies are quite complete and reliable (Supplementary Note 1 and Supplementary Tables 8–11). The assembled genome sizes are consistent with estimates by both *k-mer* analysis (Supplementary Table 3) and by flow cytometry (Supplementary Table 5). Notably, the contig N50 sizes for both genomes are large compared with those of all published Lepidoptera genomes (Fig. 1a), and the contig N50 size of *P. xuthus* genome is the largest among all published animal genomes excluding such classical models as fruitfly *D. melanogaster*, human *Homo sapiens*, mouse *Mus musculus* and rat *Rattus norvegicus* (Supplementary Table 12).

We generated a linkage map using 74 offspring from a *P. xuthus* cross and used it to assemble 87% of the *P. xuthus* genome into 30 chromosomes (Supplementary Note 2, Supplementary Table 13 and Supplementary Fig. 7). Based on the *P. xuthus* chromosomal assembly, we compared syntenic relationships among *P. xuthus*, *P. machaon* and *B. mori* (Fig. 1b), and found that chromosome 8 (chr8) of *P. xuthus* resulted from a fusion of ancestral lepidopteran chr8 and chr31. The Z chromosome (that is, chr30) of *P. xuthus* is highly homologous to that of *B. mori*, although a large fragment of *P. xuthus* chrZ is homologous to a region of *B. mori* chr5.

The assembled genomes of *P. xuthus* and *P. machaon* have similar composition of repetitive element (Supplementary Note 3, Supplementary Tables 14–16 and Supplementary Fig. 8) and are predicted to contain 15,322 and 15,499 protein-coding genes, respectively (Table 1, Supplementary Note 4, Supplementary Tables 17 and 18, and Supplementary Figs 9–11). More than 80% of gene models are supported by evidence from at least two prediction methods (*ab initio*, homology and RNA sequencing (RNA-seq); Supplementary Fig. 9) and both genomes show similar gene features to those of other Lepidoptera (Supplementary Table 17 and Supplementary Figs 10 and 11). About 50% of gene families are conserved in butterflies (Supplementary Table 18 and Supplementary Fig. 12). We inferred a phylogenetic tree among representative taxa spanning holometabolous insects including seven lepidopteran species (*P. xuthus*, *P. machaon*, *Heliconius melpomene*, *Danaus plexippus*, *Melitaea cinxia*, *B. mori* and *Plutella xylostella*) using 1,071 single-copy orthologues (Supplementary Note 5 and Supplementary Fig. 13). We analysed lineage-specific genes and gene families, and identified positively selected genes (Supplementary Note 5, Supplementary Tables 19–26 and Supplementary Figs 13 and 14). 

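RNA of Papilio machaon was sequenced at 10 stages, with 1 library per stage and no replicates. The libraries were egg, 5 larval instars (L1 to L5), female pupa, male pupa, female adult and male adult. The egg library pooled 10 eggs, the L1 library 10 larvae and the L2 library 5 larvae, and each other library came from 1 individual. The authors deposited gene expression as RPKM (reads scaled by gene length and by a number of reads per library) for 15285 genes, listed by locus tag and without gene names. The number of reads behind each RPKM value was worked out from the steps between values, because a gene's RPKM is a whole multiple of what 1 read is worth. With gene lengths taken as multiples of 3 bp, the denominator of each library came out as a whole number to within 0.00013. A length that gave whole reads in every library was found for all 15285 genes, and lengths were chosen by that criterion. The step of 3 bp is an assumption that sets the scale of the denominators, since only length times denominator is fixed by the values. The denominators ran from 17943036 in L5 to 26492878 in L2, with a median of 21120618.5, so that the deepest library had 1.48 times the denominator of the shallowest. The reads summed over genes were 25172869 in the egg, 28530542 in L1, 35989828 in L2, 27739104 in L3, 30929188 in L4 and 23274472 in L5. They were 27014732 in the female pupa, 32086369 in the male pupa, 27200271 in the female adult and 23604995 in the male adult. With the step of 3 bp, these sums exceeded the RPKM denominator in all 10 libraries, by a factor of 1.05 in the female pupa to 1.55 in L1. Another step would scale all 10 ratios alike, so the excess itself rests on this assumption. The ratios differ between libraries under any step. The RPKM values also do not share a common total: their sum ran from 1094219 in the female pupa to 1721766 in L1. The legend of Fig. 1 describes the denominator as mapped reads, and why the sums exceed it was not tested. A count of 0 allows up to 3 reads, which for a gene of 1 kb is an RPKM of 0.113 to 0.167, depending on the library. This limit covers counting error only.
Between 13935 genes in L5 and 14923 in the male adult were listed above 0. At an RPKM of at least 1, the egg had 12653 expressed genes, L1 12171, L2 12502, L3 12381, L4 12691 and L5 11270. The female pupa had 12158, the male pupa 13210, the female adult 11939 and the male adult 13282. The median over libraries was 12441.5 and moved most with a threshold of 5 RPKM, to 9637.5. A total of 9190 genes reached an RPKM of 1 in all 10 libraries, and 350 reached it in none. Across the 13984 genes with a mean RPKM of at least 1, the egg was closest to L1 (Spearman's rho 0.90) and L3 to L4 (0.91). The female pupa was closest to the male pupa (0.77), and the female adult to the male adult (0.77). These are correlations across genes, which are not independent replicates, and with 1 library per stage no difference between stages could be set against a spread between replicates.

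**Figure D1:**
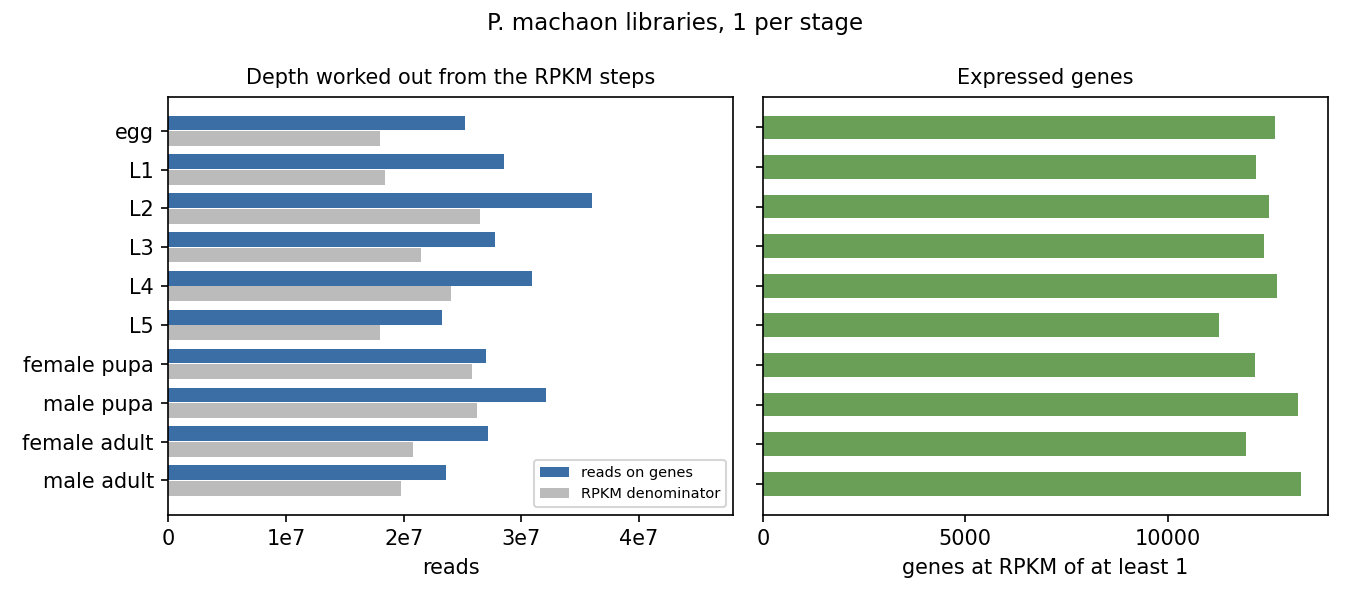
Left, reads summed over genes and the RPKM denominator of each library, in reads, both worked out from the steps of the RPKM values. Right, number of genes at an RPKM of at least 1. With gene lengths in steps of 3 bp, the sum over genes lies above the denominator in all 10 libraries. L5, with 11270 genes, has the fewest expressed genes.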

We also obtained genome-wide gene expression profiles for *P. xuthus* and *P. machaon* at each of ten development stages: egg, each of the five larval instars, male pupa, female pupa, male adult and female adult (Supplementary Note 6, Supplementary Tables 27–30 and Supplementary Figs 15–19). By integrating these multiple layers of information, we inferred important genes and gene pathways in butterfly evolutionary history and then we developed an efficient and widely applicable genome-editing method for butterfly functional genetics.

Assembly, gene annotations, gene family and developmental transcriptome can be obtained from ftp://ftp.genomics.org.cn/pub/papilio.

### Comparative genomics

Comparison with other insect genomes revealed interesting evolution patterns, in particular evolution in the juvenile hormone (JH) pathway in tandem with butterfly morphological diversification. JHs are key hormones in insect development. There are six different JH forms in insects and, interestingly, Lepidoptera have five of the six JH forms, while other insects generally have only one JH form^22^. Short-chain isoprenyl diphosphate synthases (scIPPSs) are key enzymes in the JH synthesis pathway^23^ (Supplementary Fig. 20). Based on comparisons across holometabolous insects, all butterflies experienced *scIPPS* gene expansion (Fig. 1c, Supplementary Note 7 and Supplementary Tables 31 and 32). Furthermore, scIPPSs can be classified into farnesyl pyrophosphate synthases (FPPSs) and geranylgeranyl pyrophosphate synthases (GGPPSs). In butterflies, *FPPS* genes expanded from 1 copy to 14 copies in *Papilio*, while *GGPPS* genes expanded from 1 copy to 7–8 copies in nymphalid butterflies (Fig. 1c and Supplementary Table 32). It has been suggested that in moths it is alternative splicing of the *scIPPS* genes that contributes to diverse JH forms^24^. In addition, notable expansions of genes encoding JH epoxide hydrolase and JH diol kinase in *Papilio* (Supplementary Table 31 and Supplementary Fig. 21), combined with the prominent expansion of *scIPPS* genes in butterfly JH biosynthesis, suggest significant diversification of JH metabolism in butterflies, which may be related to the evolution of their numerous morphological forms. Interestingly, the *scIPPS* genes may have also played roles in the differentiation among *Papilio* species, because we observed that although *P. machaon* and *P. xuthus* share the same 14 *FPPS* genes, these orthologues were differentially expressed between *P. machaon* and *P. xuthus* (Fig. 1e,f and Supplementary Table 33). Collectively, the above observations suggest that scIPPSs might have played roles in both the deep evolutionary history of butterflies as well as very recent divergence between closely related species.

Comparative genomics also revealed evidence for genes critical in host plant adaptation. Although *P. machaon* and *P. xuthus* are congeneric species, their host plants are different. As larvae, *P. xuthus* feeds on plants in the family Rutaceae, such as citrus, whereas *P. machaon* feeds on plants in the family Apiaceae. Both groups of plants contain toxic furanocoumarins, but Apiaceae have higher levels of furanocoumarins than Rutaceae^25^. By comparing *P. xuthus* and *P. machaon* genomes with those of *D. plexippus*, *H. melpomene*, *B. mori* and *D. melanogaster*, we found *CYP6*, a cytochrome P450 monooxygenase (*P450*) gene family, expanded in swallowtail butterflies (Supplementary Note 8, Supplementary Table 34 and Supplementary Fig. 22). CYP6, together with CYP9 and α-esterase families, are thought to contribute to xenobiotic detoxification in insects^26^. We observed that 50% of *CYP6* members in the two *Papilio* genomes belong to the *CYP6B* subfamily, while there is no *CYP6B* in the monarch or passion-vine butterfly genomes, species whose host plants have no toxic furanocoumarins (Fig. 1d, Supplementary Table 35 and Supplementary Fig. 22). Higher expression of *CYP6* genes in larvae of *P. machaon* and *P. xuthus*, compared with other developmental stages (Fig. 1g,h), suggests that *CYP6* genes may play an important role in larval feeding. *CYP6AB* is another *P450* subfamily found only in Lepidoptera. We found additional expansions of *CYP6B* and *CYP6AB* in *P. machaon* only (Fig. 1d and Supplementary Fig. 22), which may account for this species’ ability to feed on Apiaceae plants with a higher content of furanocoumarins.

### Genomic divergence among swallowtail species

There are striking morphological differences between *P. xuthus* and *P. machaon*, especially at the fifth-instar larval ontogenetic stage (Supplementary Fig. 1). Similar to caterpillars of hundreds of other tropical butterfly species, the fifth instar larvae of *P. xuthus* display false eyespots on their metathorax, which permit them to escape predation by mimicking venomous snakes^27^,^28^. On the other hand, fifth instar larvae of *P. machaon* exhibit disruptive colouration characterized by highly contrasting patterns of black and green stripes with yellow spots, providing camouflage that conceals body shape at a distance, while serving as warning colouration at close range^29^,^30^. We found a number of genes related to morphological traits that were expanded, positively selected, or differentially expressed in *P. xuthus* and *P. machaon* (Supplementary Notes 9–11, Supplementary Tables 36–40 and Supplementary Figs 22–36). Butterfly larvae, swallowtails’ in particular, frequently have marked green pigmentation, which consists of blue bile binding to bilin-binding protein and a yellow component binding to proteins encoded by yellow-related gene^31^,^32^. Interestingly, we observed an expansion of the bilin-binding protein gene family in butterflies, especially in swallowtails (Supplementary Table 36 and Supplementary Fig. 32), which may be related to the exceptionally green caterpillars in swallowtails. We also identified a *Papilio*-specific single-copy yellow-related gene and found it was expressed at a much higher level in the fifth instar larvae of *P. machaon* compared with that of *P. xuthus* (Supplementary Table 36 and Supplementary Figs 33 and 34), corresponding to the stronger yellow marking in *P. machaon* (Supplementary Fig. 1).

To better characterize patterns of genome evolution among closely related swallowtail species, we performed a genome-wide sliding window analysis of DNA sequence divergence among *P. xuthus*, *P. machaon* and a third *Papilio* species, *Papilio polytes* (Fig. 2, Supplementary Note 12, Supplementary Tables 41–43 and Supplementary Fig. 37) with its resequencing data available^33^. A total of 915 genes showed strong divergence in all pairwise comparisons. By integrating this with results from our analyses of recent positive selection and differential gene expression, and looking for overlap among data sets, we found a small subset of genes that might have played an important role in recent diversification among these three closely related *Papilio* species (Supplementary Table 43). One particular gene was *frizzled (fz)*. We found that the genome window containing the 5′-untranslated region of *fz* emerged as a highly divergent segment in all pairwise comparisons among the three *Papilio* species, but the coding region itself did not. This gene also showed strong differential expression between *P. xuthus* and *P. machaon* across all developmental stages (Supplementary Note 11, Supplementary Table 39 and Supplementary Fig. 36), 1 of only 32 genes to do so (and 1 of only 4 highly divergent genes to do so) (Supplementary Fig. 17). *Frizzled* is well-known for its role in polarizing epithelia during development (planar cell polarity, PCP), but it also plays a distinct role patterning the larval cuticle during embryogenesis^34^. In *Drosophila*, *fz* interacts with *wingless*, *armadillo* and other genes, to determine the distribution of naked cuticle versus denticle on larvae^35^. Given the highly divergent larval morphology among swallowtails, we hypothesized that *fz* may play a similar role in influencing larval cuticle development, in which case DNA sequence and expression divergence at this gene could be a result of natural selection on larval anatomy. Furthermore, another PCP pathway (*Fat/Dachsous*) that also influences larval denticle patterning in *Drosophila*^36^ showed evidence of recent, positive selection in *P. machaon* (Supplementary Tables 38–40). Experimentally, testing genes’ potential role in morphological diversification among *Papilio* species required functional genetics methodology not available in butterflies.

### CRISPR/Cas9 system

Given the recent, widespread utility of CRISPR/Cas9 (refs 15, 16), we decided to implement a CRISPR/Cas9 genome-editing approach in *P. xuthus* (Table 2, Supplementary Note 13, Supplementary Tables 44–50 and Supplementary Figs 38–55). Before targeting candidate diversification genes, such as *fz*, we developed our pipeline (Supplementary Fig. 38) by focusing on the gene *Abd-B* and we then verified it with *ebony* (Supplementary Table 44 and Supplementary Fig. 39), because these two genes are expected to have predictable and visible morphological phenotypes. *Abd-B* is a HOX gene that plays a critical role in determining cell fate in the tail end of the organism. For instance, mutation or decreased expression of *Abd-B* causes development of extra prolegs on all segments posterior to the sixth abdominal segment (A6) in silkworm larvae^37^. We began our *Abd-B* gene-editing experiment with low concentrations of single guide RNAs (sgRNAs) (150 ng μl^−1^) and Cas9 messenger RNA (300 ng μl^−1^) but failed to observe morphologically mutated individuals, although sequencing yielded evidence of low-frequency disruptions (Supplementary Table 45 and Supplementary Fig. 40). Increasing injection concentrations (sgRNAs:Cas9 (ng μl^−1^), 200:300, 600:600) or the ratio (sgRNAs/Cas9 mRNA (ng μl^−1^): 100/150) gave rise to a low frequency (7.4%) of morphologically mutated larvae with varying abnormalities (Supplementary Tables 45 and 46, and Supplementary Figs 41–44). Remarkably, further increasing injection concentration of sgRNAs (982 ng μl^−1^) and Cas9 mRNA (1,200 ng μl^−1^), together with shortening the time period from egg laying to injection from 4 to 2 h, resulted in both a high frequency (92.5%) of morphologically mutated individuals and a majority (90%) of mutated individuals with severe expected phenotypic abnormalities (Fig. 3a–d, Supplementary Tables 45 and 46, and Supplementary Fig. 43a). For example, all mutated individuals had a curled abdomen resulting from abnormal terga on segments A3 and after, and most individuals had prolegs on all or part of segments A7–A10, segments that do not normally have prolegs (Supplementary Tables 45 and 46, and Supplementary Fig. 43). Sequencing of the targeted region showed a high frequency of gene disruption (Supplementary Table 46 and Supplementary Fig. 42). In addition, we also tested whether expression of the target gene (*Abd-B*) at RNA or protein level disappeared or was extremely reduced in mutants using both the quantitative reverse transcription–PCR (qRT–PCR) and western blotting. Both qRT–PCR and western blotting results suggested that the level of Abd-B protein in mutants was extremely low compared with that of the wild-type individuals (Supplementary Note 13 and Supplementary Fig. 45a,b), further providing evidence of *Abd-B* gene disruption. Based on our experience with *Abd-B*, we conclude that the key factors for successful gene editing in butterflies include high concentrations of sgRNA and Cas9 mRNA, an appropriate ratio, mixed injection of two or more sgRNAs with close targeting sites and timing egg injection to target early embryogenesis (Supplementary Note 13). It is noteworthy that all the mutant test experiments used individuals that developed from injected eggs (G_0_), and DNA, RNA, as well as protein were extracted from G_0_ whole body samples.

Having established the methodology, we further tested it on a second proof-of-principle gene, *ebony*. *Ebony* encodes the enzyme *N*-β-alanyl dopamine synthetase, a central component of melanin biosynthesis (Supplementary Fig. 25), and expresses not only in pupa and adult but also larvae of *P. xuthus* and *P. machaon*, including the green region of both larvae (Supplementary Figs 26, 28c and 30). Swallowtail butterflies have a unique class of wing pigments, papiliochromes, that derive in part from melanin precursors such as tyrosine and β-alanine via the action of *ebony*^38^. *Ebony* is also known to influence behaviour^39^. We obtained many *ebony* mutants of *P. xuthus* with the CRISPR/Cas9 system (Fig. 3e–j, Supplementary Note 13, Supplementary Tables 47 and 48 and Supplementary Figs 46–51). Mutated fifth instar larvae displayed enhanced melanic pigmentation (Fig. 3e and Supplementary Fig. 46), consistent with *ebony* mutants in other insects^40^,^41^,^42^, and they also showed an absence of orange colour in the false eyespot (Fig. 3f and Supplementary Fig. 46). Interestingly, two mutated fifth instar larvae also showed abnormal curticular structure in the location of eversible osmeterium, a swallowtail’s specific defensive organ, and one or both of tubular arms of their osmeterium, unlike those of wild-type individuals, could not evert when irritated by abrupt contact (Supplementary Fig. 47). Adult mutants showed brown pigmentation across the body and the regions of wings that were normally yellow (Supplementary Fig. 48). We also verified the decreased expression of *ebony* in the fifth instar larvae of mutants compared with that of wild type by qRT–PCR (*t*-test, *P*=0.001) (Supplementary Note 13 and Supplementary Fig. 51), suggesting that *ebony* gene was largely disrupted in mutants.

Finally, we turned to the candidate diversification gene *fz*. Consistent with our hypothesis that *fz* plays a role in generating divergent larval morphology, we obtained mutants showing a variety of larval anatomy phenotypes, including asymmetric appendages and cuticular structures (Fig. 3k–n, Supplementary Tables 49 and 50, and Supplementary Figs 52–55). For example, mutated larvae had smaller prolegs on one side of the body, smooth and colourless dorsal cuticle, or vestigial tubercles on the prothorax or metathorax. These results suggest that divergent evolution at the *fz* gene, as well as differential expression, may be related to the distinct larval anatomy between species.

To exclude the possibility that these morphological mutants were induced by off-target cleavage events during the genome-editing process, we further identified all possible off-target sites in the genome using three methods (CasOT^43^, Cas-OFFinder^44^ and COSMID^45^) with the mismatches up to 5 bp. For the two target sites (Px_10703_e-T454 and -T6) of *ebony*, the three methods identified 197 possible off-target sites, but none of them is completely identical to the target sites (Supplementary Note 13 and Supplementary Table 51). Next, we performed whole-genome resequencing for an *ebony* fifth instar larva mutant (Supplementary Note 13). Our resequencing data confirmed disruption of the two target sites of the *ebony* gene (Supplementary Fig. 56), but there was no disruption of any other functional gene in the mutant (Supplementary Table 52). Among the 197 possible off-target sites of *ebony* T454 (143 sites) and T6 (54 sites), we observed that 33 sites have variation different from the reference genome. Among these 33 sites, 29 are due to single nucleotide variations (SNVs) and 4 are due to indels. Three SNVs are found at the possible off-target sites of three genes, respectively, but these three SNVs are all synonymous. Other 30 sites are all in non-coding regions. Therefore, the observed phenotypes are most possibly caused by the designed target genes’ disruption rather than off targeting. The 33 variation sites that did not disrupt genes could result from polymorphisms given the high heterozygosity of *P. xuthus*, although the possibility of off targeting could not be completely excluded at this point. High specificity of Cas9 editing and low incidence of off-target mutations have recently been reported by whole-genome sequencing of human stem cell^46^,^47^; in butterflies, future detailed analysis on offsprings from the same parents will allow to test whether some of the variations are from off targeting or not. Nevertheless, our results show that Cas9 is an efficient and reliable tool in butterfly gene editing.

It is worth noting that we have only focused on *P. xuthus* at this point, because we found difficult to raise *P. machaon* under laboratory conditions. However, our experience suggests that this Cas9 method will be widely applicable to any butterfly species as long as one can collect a sufficient number of eggs and then rear them to an appropriate developmental stage to observe mutants’ phenotypes.

## Discussion

The amazing diversity of butterflies provides a rich, natural experiment with which to explore the molecular mechanisms of morphological and species diversification, but doing so with butterflies has been hindered by complications associated with assembling genome sequences from highly heterozygous, outbred insects and an absence of widely applicable gene-editing technology. By focusing on a biologically significant group of butterflies, we have developed widely applicable methods to overcome these challenges, thereby enabling the scientific community to fully harness the research potential of this remarkable insect radiation. Furthermore, our results lend unique insight into the evolutionary history of butterfly diversification. Much attention is often paid to adult butterflies, and their wing patterns in particular. However, similar to all holometabolous insects, the butterfly life cycle is a two-stage process consisting of larva and adult. Perhaps surprisingly, our genomic analyses point repeatedly to the caterpillar stage as a major driver of natural selection with many of the genes that emerge from our analyses connecting to the larval stage through effects on larval morphology or host plant use. This enriches our view of insect evolution, and with these new genetic and genomic tools in hand we can now test the generality of these findings.

## Methods

### Butterfly husbandry and sample collection

Pupae of *P. xuthus* Linnaeus (*Px*) and *P. machaon* Linnaeus (*Pm*) were mainly purchased from butterfly insectariums in the suburbs of Ya’an, Sichuan, China. A proportion of pupae and adults were also acquired by raising the larvae collected by Xueyan Li and Guichun Liu in the suburb of Kunming, Yunnan, China. Pupae were reared under the conditions of 26 °C, 75% relative humidity and 18 h/6 h light/darkness. Emerged adults were crossed via hand pairing^48^,^49^. After mating, females were placed in net rooms with host plants for oviposition and then the mated adults were frozen at −80 °C for DNA extraction or kept as dried specimens. Eggs were collected to be used for experiments such as microinjection or allowed to develop on host plant at room temperature. *Px* larvae were fed with a horticulturally rutaceous plant (*Zanthxylum piperitum*) found by Xueyan Li, which appears to be a new host plant due to the species expansion and local adaptation. *Pm* larvae were fed with Umbelliferae plants fennel (*Foeniculum vulgare*) or carrot (*Daucus carota*).

To get high quality and high volume of DNA for library construction, head and thorax tissues (excluding wings) of six homogametric male (ZZ) adults of *P. xuthus* and *P. machaon* both from Sichuan, China, were dissected and used for DNA isolation using a Gentra Puregene Blood kit (Qiagen, Germany) following manual instructions. A single individual was used to construct short-insert libraries (150, 250 and 500 bp); each of other five individuals was used to construct long-insert libraries (2, 5, 10 and 20 kb) and 454-library, respectively. RNA samples from different development stages of both species including egg, larvae from first instar (L1) to fifth instar (L5), pupa (female and male) and adult (female and male) were collected for transcriptome sequencing. Owing to small body of egg and early development larvae, ten eggs, ten L1 and five L2 were used for constructing single RNA library; for other development stages, single individual was used to construct RNA library. For linkage mapping, *P. xuthus* pupae were obtained from a butterfly breeder, and one 3-day old male and one newly emerged female were used to set up a cross. The two parents (adults) and their 94 F1 offspring (second to fourth instar larvae) of *P. xuthus* were collected for DNA isolation and restriction site associated (RAD) sequencing. The eggs of *P. xuthus* for microinjection of Cas9 were collected in our greenhouse. The related protocols involved with butterfly in this study have been reviewed and approved by the internal review board of Kunming Institute of Zoology, Chinese Academy of Sciences.

### Genome sequencing and assembly

All short reads from short- and long-insert libraries for genome assembly were produced with the Illumina Hiseq2000 platform at BGI (Shenzhen, China) (Supplementary Note 1). Long reads were produced with the Roche 454FLXPlus Titanium platform at Duke University (USA) using the 454 Life Science/Roche protocol on the GS-FLX+ System. We carried out several rounds of assembly using high-quality data (Supplementary Note 1) from different sequencing platforms, that is, Illumina short reads, 454 long reads or both combined (Supplementary Table 1). Considering that there exist a larger number of short contigs in the assemblies only by Illumina short reads (Supplementary Table 1), we took a hybrid assembly strategy (Supplementary Fig. 5) of combining Illumina short reads with 454 long reads for the final assembly. First, about 30 × Illumina reads from short insert libraries were used to correct amplicon pyrosequencing errors in 454 reads. To do the correction, Coral 1.4 ( http://www.cs.helsinki.fi/u/lmsalmel/coral/)^50^ was used to correct sequencing errors by forming multiple alignments. We employed 454 model with options ‘−f −k 21 −e 0.07 −p 20’ during correction. For *P. xuthus* and *P. machaon*, 1.60% and 1.10% errors in 454 read bases were corrected, respectively. Second, corrected 454 reads were then fed into Newbler 2.6 (ref. 51) in DataAnalysis_2.6 toolkit with options ‘−mi 90 −ml 40 −nrm −het −m −cpu 20 −l 500’ to build contigs. Third, paired-end sequencing Illumina short reads were employed to combine contigs by SSPACE-1.2 basic^52^ ( http://www.baseclear.com/landingpages/sspacev12/). The reads from short insert size libraries (<2 kb) were first used to construct scaffolds (with parameters −a 0.6 −x 0 −g 1 −k 5). Next, reads from long insert size libraries (≧2 kb) were added in with parameters ‘−a 0.6 −x 0 −g 1 −k 3’. Finally, we used short paired-end (150, 250 and 500 bp libraries) information to retrieve gap-crossed read pairs with one end mapped to a unique contig and the other located in a gap, and performed a local assembly for these collected reads to fill the gaps by GapCloser v1.12 (ref. 53) ( http://soap.genomics.org.cn/soapdenovo.html). We further estimated genome size using flow cytometry (Supplementary Note 1) and then made haplotype separation and excluded microsporidia genome reads (Supplementary Note 1). Assembly quality was evaluated by three methods, that is, aligning short reads to assemblies, aligning transcripts to evaluate completeness of assemblies and evaluating completeness by CEGMA (Core Eukaryotic Genes Mapping Approach) (Supplementary Note 1).

### RAD-based linkage mapping of scaffolds

RAD library preparation was performed mainly according to Etter *et al.*^54^ with some modifications and sequencing was performed with an Illumina Hiseq 2000, and EcoRI site was used for RAD tag extraction (Supplementary Note 2). Linkage maps were constructed using both regression (Kosambi mapping function) and maximum likelihood algorithms (Supplementary Note 2). Syntenic relationship of chromosomal linkage between *P. xuthus* and *P. machaon* was analysed based on their orthologues (Supplementary Note 2).

### Genome annotation

Repetitive sequences and transposable elements in *P. xuthus*, *P.machaon* and two nymphalid butterflies (*D. plexippus* and *H. melpomene*) were annotated using a combination of homology to Repbase sequences, *de novo* prediction approaches and Tandem Repeats Finder (Supplementary Note 4). Protein-coding genes in *Papilio* genomes were predicted using homology-based methods, *ab initio* gene prediction and RNA-seq data (Supplementary Note 5). Gene function information, motifs and domains of their proteins were assigned by comparing with public databases including SwissProt, TrEMBL, KEGG, InterPro and Gene Ontology (Supplementary Note 5). To avoid biased comparisons of gene sets among butterfly species used in this study and two former studies (*D. plexippus* and *H. melpomene*), we conducted all these analyses for the four butterfly genomes.

### Gene evolution

To explore gene evolution patterns among butterflies, gene cluster was analysed including the genomes of five butterflies (*P. xuthus*, *P. machaon*, *D. plexippus*, *H. melpomene* and *M. cinxia*), moths (*B. mori* and *P. xylostella*), mosquito (*Anopheles gambiae*), fruit fly (*D. melanogaster*), beetle (*Tribolium castaneum*), bee (*Apis mellifera*), which cover all orders of holometabolous insects (Supplementary Note 5). One thousand and seventy-one single-copy genes were used for constructing phylogenetic tree of 11 species (Supplementary Note 5). Gene orthologous relationship among Lepidopteran insects (*P. xuthus*, *P. machaon*, *D. plexippus*, *H. melpomene* and *B. mori*) was determined (Supplementary Note 5) and positively selected genes were identified in *P. xuthus*, *P. machaon* and both of them (Supplementary Note 5).

### Transcriptome sequencing and analysis

Transcriptome sequencing for different developmental stages was performed with Illumina RNA-seq protocols and two methods, that is, *de novo* assembly of clean RNA reads and mapping them back to the assembled genomes, were carried out for transcriptome assembly (Supplementary Note 6). RPKM (reads per kb per million reads) was used to measure gene expression abundance. We analysed gene expression dynamics in development (Supplementary Note 6), differentially expressed genes (Supplementary Note 6), expression patterns of positively selected genes and lineage-specific genes (Supplementary Note 6).

### Specific gene families and pathways

To explore possible significance of expansion of farnesyl pyrophosphate synthase (*FPPS*) gene family in *Papilio* butterflies, we investigated all genes encoding scIPPS and other enzymes in the pathways of JH biosynthesis and degradation, as well as protein prenyltransferases in ten insect species (*P. xuthus*, *P. machaon*, *D. plexippus*, *H. melpomene*, *B. mori*, *P. xylostella*, *A. gambiae*, *D. melanogaster*, *T. castaneum* and *A. mellifera*), constructed their gene trees and analysed their expression patterns (Supplementary Note 7). We also identified gene families involved in detoxification of various xenobiotics, including cytochrome P450s, glutathione *S*-transferase and carboxylesterases (Supplementary Notes 8 and 9). In addition, we also analysed the genes related to body colour (Supplementary Note 10) and PCP genes (Supplementary Note 11) playing a fundamental role in morphogenesis of vertebrates and invertebrates. All phylogenetic trees were constructed using Maximum likelihood in PAML^55^.

### Analysis of genomic divergence

The divergence regions were analysed based on the assembled genomes of *P. xuthus*, *P. machaon* and Illumina genome resequencing data of one individual of a third *Papilio* species (*P. polytes*) with its data available. We conducted pairwise local alignments using the *P. xuthus* genome as a reference and aligned paired-end reads of one male *P. polytes* individual and simulated paired-end reads of the *P. machaon* genome. Next, we calculated fixed different single-nucleotide polymorphisms per bp for each 50-kb window across the reference genome for three comparisons (*P. xuthus*/*P. machaon*, *P. xuthus*/*P. polytes* and *P. machaon*/*P. polytes*) and the highly divergent regions were characterized using 95% smoothed empirical likelihood quantiles among all three comparisons as a cutoff (Supplementary Note 12).

### Genome editing in butterfly using CRISPR/Cas9 system

We designed sgRNA target sites by seeking sequences corresponding to N_20_NGG on exon regions of the sense or antisense strand of the DNA by ZiFit Targeter programme^56^. Next, we BLAST (using Basic Local Alignment Search Tool) these candidate target sequence against the *P. xuthus* genome to eliminate those with off-target sites using strict criteria, where the candidate-editable site is defined only when the seed region (12 nucleotides (nt) to protospacer adjacent motif NGG) is unique^15^. From candidate-editable sites, we selected those with the first two bases of GG, GA or AG for sgRNA synthesis. sgRNA can be synthesized by plasmid-based or PCR-based strategies and we used a PCR-based method to synthesize sgRNAs. Briefly, a unique oligonucleotide encoding T7 polymerase-binding site and the sgRNA target sequence N_20_ was designed as forward primer (CRISPRF 5′-GAAATTAATACGACTCACTATAN_20_GTTTTAGAGCTAGAAATAGC-3′) and a common oligonucleotide encoding the remaining sgRNA sequence (sgRNAR 5′-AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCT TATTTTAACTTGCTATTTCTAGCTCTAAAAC-3′) was designed as a reverse primer^18^. All the oligonucleotides (CRISPRF and sgRNAR) were synthesized by GENEray Company (Shanghai, China). The information of target sites and the primers for analysing target sites of three genes (*Px_03961_Abd-B*, *Px_01073_e* and *Px_15230_fz*) are shown in Supplementary Table 44 and Supplementary Fig. 39. PCR of primer-self amplification was performed with Q5 high-quality DNA polymerase (BioLabs) in 100 μl reaction volumes. Three hundred nanograms of purified PCR product was used as DNA template to perform *in-vitro* transcription with the MAXIscript T7 kit (Life Technology, USA) for 4 h at 37 °C. The Cas9 mRNA was transcribed using NotI-digested Cas9 expression vector pTD1-T7-Cas9 (ref. 19) and the mMESSAGE mMACHINE T7 ULTRA kit (Life Technologies). After the transcription reaction, the poly (A) tailing reaction and *DNase I* treatment were performed according to the manufacturer’s instructions. Both the sgRNA and the Cas9-encoding mRNA were then purified by LiCl precipitation and redissolved in RNase-free water.

Fresh eggs were collected from the host plant leaves, dipped into clear water and then aligned on the microscope slide with a soft paintbrush and fixed with glue. Two-nanolitre mix of sgRNA(s) and Cas9-encoding mRNA, at varying concentrations (Supplementary Tables 45, 47 and 49), were injected through the chorion into each egg under a dissecting microscope (Nikon SMZ800), using a TransferMan NK2 and FemtoJet microinjection system (Eppendorf, Germany). After injection, eggs were put in a petri dish and then placed in an incubator at 25 °C and 70% relative humidity. When embryos hatched, host plant leaves were placed into the dishes for newly hatched larva feeding. The leaves with larvae were carefully transferred into large dishes. The phenotype of G_0_ generation larvae was carefully checked using a dissecting microscope and photographed using a digital camera. Pupae were transferred into plastic baskets to eclose. We observed morphologic changes in different developmental stages, using a microscope and by the eye. For *Abd-B*, we mainly observed variation of the larval abdomen; for *ebony*, we primarily noted colour variation of larvae and adults. For *fz*, we mainly observed cuticular structures.

For *Abd-B* mutants of *P. xuthus*, genomic DNA extraction for the whole body of unhatched G_0_ larvae dissected from developed eggs and subsequent PCR were carried out using an Animal Tissue Direct PCR kit (Foregene, China), following manual instruction, and genomic DNA of whole body of G_0_-hatched larvae were extracted using Gentra Puregene Blood Kit (Qiagen), and exTaq polymerase was used in PCR amplification. The primer pairs included F3/R6, F9/R11, and F10/R11 (Supplementary Fig. 39a). For *ebony* mutants, whole body of larvae, prepupae and adult were used to extract genomic DNA, using Gentra Puregene Blood Kit (Qiagen), and exTaq polymerase was used in PCR amplification. The primer pairs were F2/R2 for amplifying target sites of T2-T303 (*Px_01073_e*-I and *Px_01073_e*-II) or F7/R4 for amplifying T454-T6 (*Px_01073_e*-III) (Supplementary Fig. 39b). For *fz* mutants, whole body of larvae were used to extract genomic DNA, using Gentra Puregene Blood Kit (Qiagen) and exTaq polymerase was used in PCR amplification. The primer pair for amplifying target sites is F2/R2 (Supplementary Fig. 39c). PCR products of target sites were detected with T7 endonuclease I (T7EI) as previously described^57^. T7EI-positive and morphologically mutated individuals were further confirmed by Sanger sequencing 12 TA clones. We also performed qRT–PCR and western blot analysis to check the effect of disruption of *Abd-B* gene on its expression at RNA or protein levels (Supplementary Note 13). In addition, we also performed qRT–PCR to check the effect of *ebony* gene on its expression at RNA level (Supplementary Note 13).

For those targets resulting in morphological mutants, to exclude the possibility that these morphological mutants were induced by off-target cleavage events during the genome-editing process, we further analysed possible off-target sites in the genome using three methods CasOT^43^, Cas-OFFinder^44^ and COSMID^45^ with the least stringent parameters and carried out whole-genome next-generation sequencing validation for the *ebony* gene mutant (Supplementary Note 13). The resequencing reads of mutant have been uploaded to the NCBI Sequence Read Archive and are available via the accession number SRA272356.

## Additional information

**How to cite this article:** Li, X. *et al.* Outbred genome sequencing and CRISPR/Cas9 gene editing in butterflies. *Nat. Commun.* 6:8212 doi: 10.1038/ncomms9212 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-56, Supplementary Tables 1-52, Supplementary Notes 1-13 and Supplementary References

## Figures and Tables

**Figure 1:**
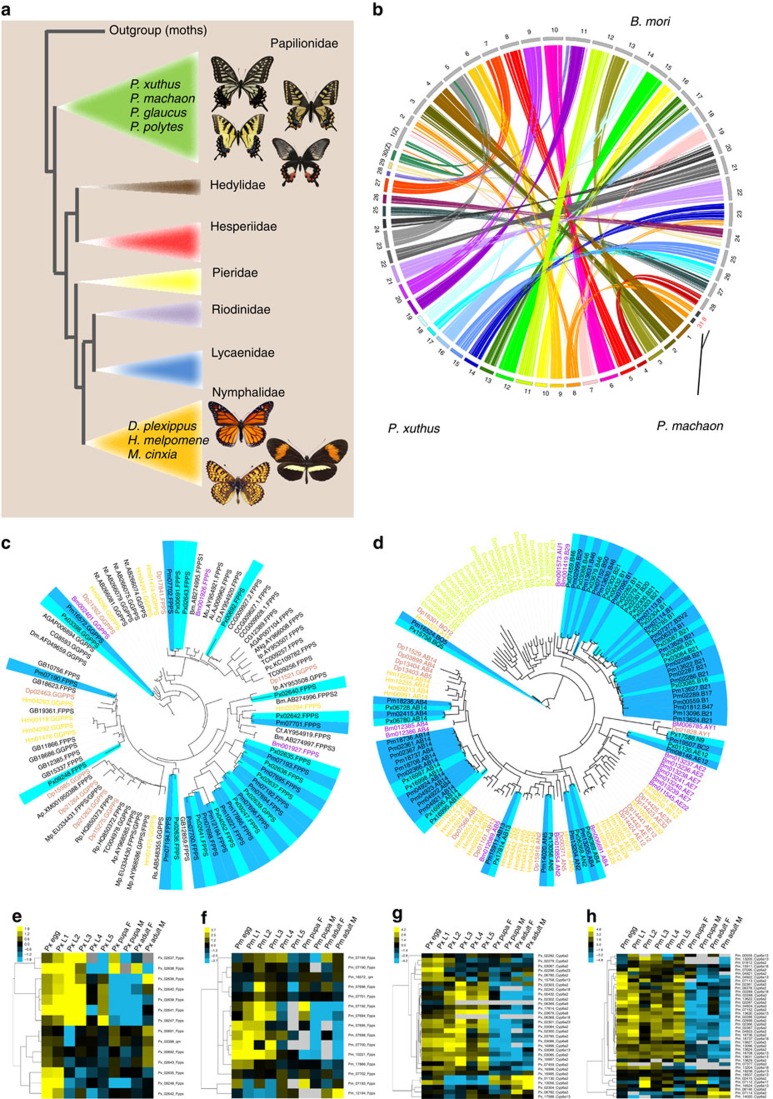
Butterfly comparative genomics. (**a**) Phylogeny of butterfly families^58^ showing relationship of *P. xuthus* and *P. machaon* to *D. plexippus*, *H. melpomene*, *M. cinxia*, *P. glaucus* and *P. polytes*. (**b**) Chromosome mapping of *P. xuthus* (*n*=30) to *B. mori* (*n*=28). For *P. machaon* (*n*=31), we only plot chromosome 8 (chr8) and chr31, which were fused in *P. xuthus*. (**c**) Maximum-likelihood tree showing strong expansion of the *scIPPS* genes in the genomes of swallowtail butterflies. Included are all *scIPPS* genes identified in the genomes of ten holometabolous insects (*P. xuthus*, *P. machaon*, *D. plexippus*, *H. melpomene*, *B. mori*, *P. xylostella*, *A. gambiae*, *D. melanogaster*, *T. castaneum* and *A. mellifera*). The clades of *P. xuthus* and *P. machaon* are highlighted by light blue and deep blue, respectively. (**d**) Maximum-likelihood tree showing expansions of *CYP6B* genes in the genomes of *P. xuthus* and *P. machaon*, and of the *CYP6AB* genes in the genome of *P. machaon*, as compared with *CYP6* genes of *D. plexippus*, *H. melpomene*, *B. mori* and *D. melanogaster*. In **c**,**d**, the clades of *P. xuthus* and *P. machaon* are highlighted by light blue and deep blue, respectively. (**e**,**f**) Expression profiles of *FPPS* and *GGPPS* genes at all development stage of *P. xuthus* (**e**) and *P. machaon* (**f**). (**g**,**h**) Expression profiles of *CYP6* genes at all development stage of *P. xuthus* (**g**) and *P*. *machaon* (**h**). Expression measured in reads per kilobase of transcript per million reads mapped (RPKM).

**Figure 2:**
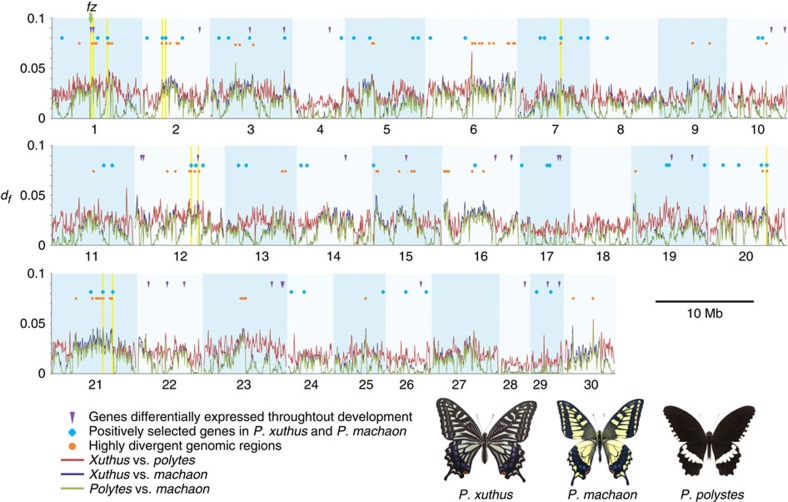
Genome-wide divergence among *Papilio* species. Pairwise genetic divergence among *P. xuthus*, *P. machaon* and *P. polytes* was calculated in 50-kb windows. This yielded 70 highly divergent genomic regions, windows in the upper 95th percentile in all three comparisons, encompassing 915 genes. When overlaid with signatures of positive selection and differential expression throughout development, 11 genes (highlighted in yellow) emerged as strong candidates for a role in recent diversification, including *frizzled*. Degree of freedom (df) is the density of different single-nucleotide polymorphisms (SNPs) per bp of each 50-kb window.

**Figure 3:**
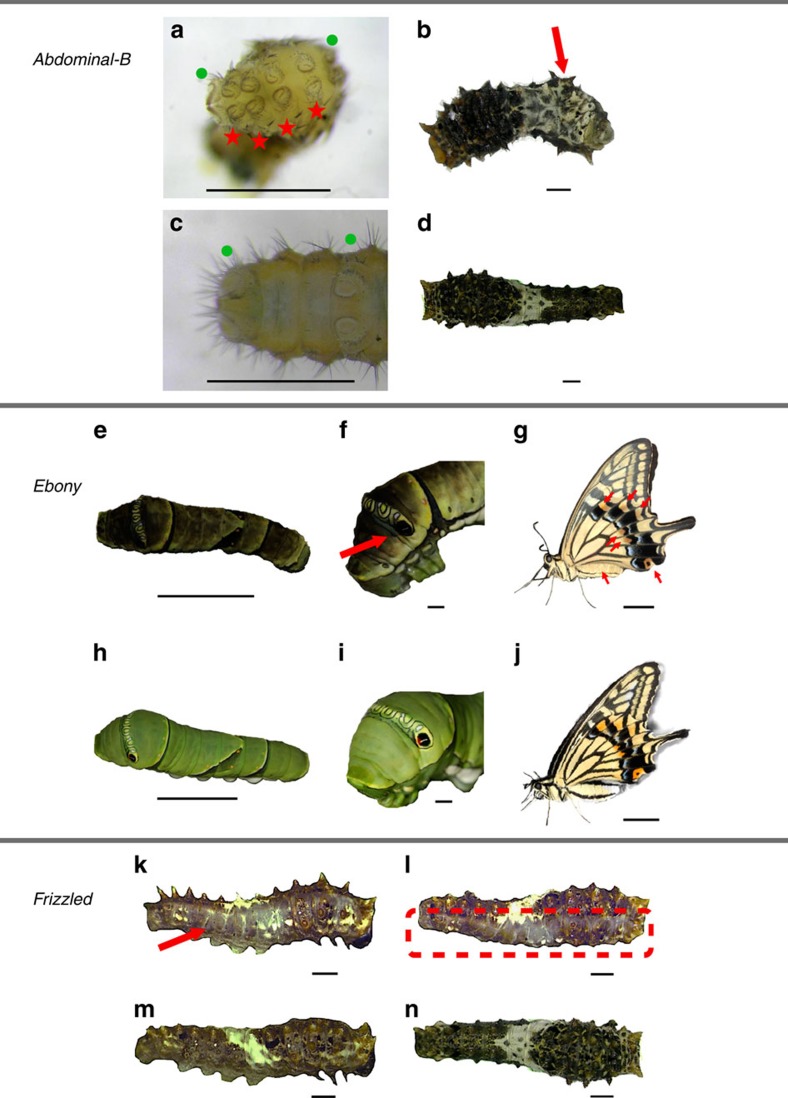
CRISPR/Cas9-induced morphological mutants of *Abdominal-B*, *ebony* and *frizzled* in *P. xuthus*. (**a**–**d**) Mutations induced by the injection of Cas9 mRNA and *Abdominal-B* sgRNA with prolegs on segment A7–A10 (**a**), segments that do not normally have prolegs (**c**), or with a curled abdomen resulting from abnormal terga on segments A3 and after (**b**), compared with wild type (**d**). Green dots in **a** and **c** show normal prolegs of A6 and A10, while red stars in **a** denote the redundant prolegs on A7–A10. (**e**–**j**) Mutations induced by the injection of Cas9 mRNA and *ebony* sgRNA with enhanced melanic pigmentation (**e**) and an absence of orange colour in the false eyespot (**f**) in fifth instar larvae, compared with wild type (**h**,**i**), and with brown pigmentation (**g**) across the body in regions that were normally yellow and in wing patches that were normally orange in adult (**j**). (**k**–**n**) A mutant induced by the injection of Cas9 mRNA and *frizzled* sgRNA with smooth and colourless dorsal cuticle in right side (**k**), while normal in its left side (**m**), and its dorsal view (**l**) compared with wild type (**n**). Scale bars, 1 mm (**a**–**d**,**f**,**i**,**k**–**n**) and 10 mm (**e**,**g**,**h**,**j**).

**Table 1:** Comparison of reference genomes among Lepidopterans.

	***Pm***	***Px***	***Hm***	***Dp***	***Bm***	***PLX***
Chromosome number (*n*)	31*	30*	21†	29–30‡	28§	31||
Genome size (Mb) based on the bases in contigs and in scaffolds	265/281	231/244	274/269†	242‡/249¶	432/481§	385/394||
Genome size (Mb) measured by *C*-value	234∼256	218∼238	300#	290#	520#	NA
N50 of contig (kb)/scaffold (Mb)	81/1.15	492/3.4	51/0.2†	51‡/0.7¶	13/3.7§	49/0.72||
TE (% genome)	21.10	20.26	28.47†	12.21‡	21.1§	33.97||
Number of protein-coding genes	15,499	15,322	15,984**	16,866‡	14,623§	18,071||

*Bm*, *B. mori*; *Dp*, *D. plexippus*; *Hm*, *H. melpomene*; *Plx*, *P. xylostella; Pm*, *P. machaon*; *Px*, *P. xuthus*.

^*^From Maeki^59^.

^†^From Dasmahapatra *et al.*^8^

^‡^From Zhan *et al.*^7^

^§^From Xia *et al.*^60^

^||^From You *et al.*^13^

^¶^From Zhan *et al.*^61^

^#^From Gregory *et al.*^62^

^**^Predicted in this study using the same pipeline as in *Pm* and *Px*.

**Table 2:** Mutagenesis efficiency of knocking out genes *Abdominal-B*, *ebony* and *frizzled* in *P. xuthus.*

**Gene**	**Target sites** *	**RNA con. (ng** **μl**^−1^)†	**Phynotype rate (%)** ‡	**Mutation rate (%)**	**Mutation type**
*Px_03961_Abd-B*	T42	200; 300	7.95 (7/88)	35.38	D: 3–51; I: 4–18
		600; 600	8.26 (10/121)	25	D: 3–66; I: 4–5; M: 40
	T42/T95	50/50; 100	6 (6/100)	18.33	D: 5–59; I: 3–19
		566/416; 1,200	91.79 (123/134)	90.85	D: 3–73; I: 3–64; M: 3–29
*Px_01073_e*	T2/T303	158/159; 1,200	31.25 (5/16)	66.67	D: 5–33; I: 3–10; M: 3
	T454/T6	200/150; 1200	88 (22/25)	29.92	D: 6–62; I: 3–15; M: 3–8
*Px_15230_fz*	T268/T283	500/500; 1,,000	4.12 (4/96)	45.16	D: 3–64; I: 3–15; M: 4–5

D, delete fragment (bp); I, insert fragment (bp); M, mutated fragment (bp); sgRNA, single guide RNA.

^*^‘/’ denotes injection of mixed targets.

^†^The number before and after semicolon denotes injected concentration of sgRNA and Cas9 mRNA, respectively.

^‡^The number in the bracket denotes mutant/observed injected individuals.

How the deposited data were processed for this re-analysis (not part of the article)

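RNA of P. machaon was measured in 10 libraries, 1 for each of egg, L1 to L5, female pupa, male pupa, female adult and male adult. The P. xuthus libraries are not analysed here. The authors sequenced the libraries on an Illumina instrument, assembled transcripts de novo and by mapping reads to their genome assembly, and deposited 1 table of RPKM values. The text of the paper names neither the aligner nor the counting tool, and it does not give the number of mapped reads that RPKM is scaled by for each library. Supplementary Note 6 and Supplementary Tables 27–30, to which the paper refers for the transcriptomes, were not used here.

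Each of the 10 columns of the table was matched to a library by its name, and 0 columns were left without a library. The table lists genes by locus tags, while Fig. 1 of the paper uses other gene IDs, and no table used here pairs either with the other. For that reason no gene of the table is named beside the paper's claims within the article's own sections. No values are placed there beside the statements on FPPS, CYP6, frizzled, ebony and the yellow-related gene. Values of rows matched to CYP6 genes are set against the paper's statement only under the differences from the paper's values. At most 2 locus tags are given per direction of a comparison. The rule set before the data were examined asked for the 3 highest and 3 lowest FPPS and CYP6 genes by name, which was not followed for the same reason. Rows that match the heat maps of Fig. 1f and 1h were sought after the table had been seen, and are described under the other observations as a hypothesis.

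Reads were worked out from the RPKM values. The ratio of each library to the egg was taken from the commonest ratio between their values, the denominators from the common step of the values with lengths in steps of 3 bp, and the reads of a gene from the shortest length that makes them whole in all libraries. This was tested on simulated data, in which all 10 denominators were recovered and 99.85% of 3990 genes had exactly the simulated reads. The simulated lengths were themselves multiples of 3 bp, so the test does not examine that step. Genes with few reads can have a length, and so a number of reads, that is too small by a whole factor. The reads describe depth and counting error and entered no count model.

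Larvae (5 libraries) and the other stages (5 libraries) were compared with limma 3.58.1 in R 4.3.3, with eBayes and an intensity trend, on log2(RPKM + 1), for genes with a mean RPKM of at least 1. The p-values were adjusted after Benjamini and Hochberg, with a threshold of 0.05. A fold change on this scale understates the change of genes with low values. The libraries of a group are different stages, not replicates of a condition. In simulated data with the spread of the table, 63% of 200 genes changed by 3 on the log2 scale were recovered among 13984 genes, with 6 false calls, and 0 genes were called where none was changed. With 0.25 of that spread, 99.5% were recovered, with 14 false calls. The simulated spread was drawn independently for each gene and library, whereas neighbouring stages of the table are correlated. The simulations therefore cannot show how many false calls the real comparison holds. Sets of genes were compared by an exact permutation test over all 252 choices of 5 from 10 libraries, or 126 choices of 5 from 9. Percentiles of a set were taken among 10000 random lists matched on mean expression in 20 bins. Females and males were compared by fold change and without a test, with 1 library per sex and stage.

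The alternatives were a pseudocount of 0.1, scaling by the 75th percentile, other filters and gene lists, leaving out each library, an exact permutation test in place of limma, and other thresholds. Scaling to the reads on genes was added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and Pillow 12.0.0 read the figure. The reference gene table held no locus tags of this gene set, so 0 of its names could be used.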

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

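The test across all libraries was chosen before its result was seen, and that of the gap of L1 afterwards. Across 7 measures of the libraries in 3 groupings (larval, other and all libraries), 1 of 21 groups had a library far from the others, which is about what chance gives. With gene lengths in steps of 3 bp, the reads summed over genes in L1 were 1.55 times the RPKM denominator. In L2, the nearest larval library, the ratio was 1.36. The gap is 0.734 of the range of the 5 larval libraries, above the critical value of 0.71. The ratio affects all RPKM values of a library alike. A few genes taking most of the reads were tested as the explanation for the differences in this ratio between libraries. The 10 genes with most reads took between 11.3% and 21.45% of the reads, and without them the highest ratio was still 1.38 times the lowest, against 1.48 times with them. These genes are therefore not the whole source of the difference across the 10 libraries. For L1 itself the outcome differed. Without them L1 was still the highest larval library, at 1.27 against 1.16 in L2, but the gap fell to 0.535 of the range, below the critical value. With 5 libraries, a fall below the critical value does not show that these genes set L1 apart. The 10 genes with most reads took 18.08% of the reads in L1 and 18.04% in L5, against 14.45% to 15.4% in L2 to L4. Whether a few genes with many reads account for L1 standing apart thus stays open, and they do not account for all of its excess. How the authors counted mapped reads, the authors' mapping and the number of larvae pooled in L1 (10) were not tested, and no biological explanation was tested.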

How the results depend on the processing

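No paired test was run. Females and males were compared within pupa and within adult by fold change only, with 1 library per sex and stage. The alternatives were set before the data were examined, except scaling to the reads on genes and those named as added. The profiles of frizzled, ebony and the yellow-related gene were not run, since no table used here pairs these genes with the locus tags.

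The number of genes apart between larvae and the other stages was 206 (161 higher in larvae and 45 lower, limma with Benjamini-Hochberg adjustment). It fell to 102 with a pseudocount of 0.1 and rose to 922 without the egg library. With the exact permutation test in place of limma it was 0, and 2435 genes had an unadjusted p under 0.05. The smallest p this design allows is 0.00794, and the 653 genes that reached it were too few to pass after adjustment over 13984 genes. Leaving out 1 library gave from 40 genes, without the male pupa, to 922, without the egg. Without L3, L4, L5, a pupa or an adult, each left out alone, 1 to 6 genes were lower in larvae and 39 to 52 higher, while without the egg 276 were lower and 646 higher. Of the 206 genes, 38 were called again without the male pupa, and all 206 without the egg. With 75th percentile scaling the number was 246, of which 197 were among the 206, and with no filter on low values it was 185. Scaling to the reads on genes gave 263 (179 higher and 84 lower), a share of higher genes of 68.1% against 78.2%. It moved the median difference of all genes from -0.25 to -0.37, while 75th percentile scaling moved it to -0.17.

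Of the 415 genes at least 4-fold apart between females and males in pupa and adult, more were called with a pseudocount of 0.1 (965) and with 2-fold in place of 4-fold (1486). The male-higher genes outnumbered the female-higher genes under all 5 alternatives. The other 3 gave between 414 and 439.

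For the 40 rows matched to Fig. 1h, the difference between larvae and the other stages ranged from 1.92 to 2.81 over all alternatives, and its p from the exact permutation test from 0.00794 to 0.0476. Per gene, 0 of 40 passed the exact permutation test after adjustment over the list alone, and 20 had an unadjusted p under 0.05. In the same test without the egg library, 26 genes passed (24 higher and 2 lower), and leaving out 1 library gave from 0 to 26. In the limma fit over all genes, 3 of the 38 matched rows tested passed, 2 higher and 1 lower in larvae. The larva minus egg difference lay between -0.50 and -0.31 with a pseudocount of 0.1, with either scaling and without each larval library. With alternatives added after seeing the data, it was -0.39 for the 38 rows with a mean RPKM of at least 1, -0.45 for the 39 genes of Fig. 1d and -0.69 with the median over genes. The larva minus pupa and adult difference lay between 2.69 and 3.59. The depth of the libraries limits low genes only: 3 reads on a gene of 1 kb are at most 0.167 RPKM.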

Differences from the paper's values

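The paper states that CYP6 genes are higher in larvae than in the other stages (Fig. 1g,h). In the 40 rows of the table that match the heat map of Fig. 1h, the mean of log2(RPKM + 1) was 4.88 in the egg, above L2 to L5 (4.16 to 4.67) and below L1 (4.93), and the larva minus egg difference was -0.39, with 1 egg library and no test. That these rows are the CYP6 genes of Fig. 1h rests on the match described under the other observations. The rows were chosen by their profiles in that figure, so the egg level is not independent of it. The paper's statement also covers P. xuthus (Fig. 1g), which is not analysed here. For this difference, the alternatives set before the data were examined were a pseudocount of 0.1, 75th percentile scaling and leaving out each larval library, and none of these put the larval mean above the egg.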

Other observations

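The tests of other splits, of neighbouring locus tags and of the male pupa's RNA in L2 were chosen before their results were seen, and the test of the matched rows afterwards.

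With 5 larval libraries against 5 others, 206 of 13984 genes passed the threshold (limma, adjusted p). The 100 splits run were the real one and others drawn at random from the 126 splits of the libraries into 5 and 5. Of these, only 1, the real one, gave as many genes. Those left out include egg, L1, L3, L4 and L5, and egg, L1, L2, L3 and L4, each against the rest. Whether any split left out gives as many is not known. By genes at an unadjusted p under 0.05, 2 of the 100 splits gave as many. The real split had 2547, and the split of egg, L1, L2, L3 and L5 against L4, pupae and adults had 2691, with 57 past the adjusted threshold. The 5 larval values all lay above or all below the 5 others in 653 genes, 4.67% of those tested, against 0.794% that chance gives. Of these, 257 were higher and 396 lower in larvae, while the genes past the limma threshold were 161 higher and 45 lower. The gene with the largest rise in larvae, RR48_11974, had between 2894 and 14644 RPKM in larvae, 115 in the egg and at most 1.77 in pupae and adults (log2 difference 10.56, standard error 1.15, limma adjusted p = 0.00284). RR48_09639 followed, with a difference of 9.54 (standard error 1.14, limma adjusted p = 0.00394). Among genes that passed the threshold and whose 5 larval values all lay below the others, the largest falls were RR48_09990 (-3.71, limma adjusted p = 0.0387) and RR48_14570 (-3.56, limma adjusted p = 0.0445). Genes with larger falls did not pass the threshold. With each library left out in turn, both named rises passed in all 10 fits. RR48_09990 passed in 1 (adjusted p 0.00159 to 0.0912) and RR48_14570 in 2 (0.0213 to 0.102). The named falls thus lay close to the threshold, and most fits with 1 library left out did not call them. Larvae and other stages differ in tissue and in feeding, which was not tested. The egg shares much of the larval pattern: its mean Spearman correlation was 0.80 with larvae and 0.60 with pupae and adults.

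The table pairs no locus tag with the gene IDs of Fig. 1f and 1h. Those heat maps draw 14 FPPS genes, 1 GGPPS gene and 40 CYP6 genes in the same 10 libraries, so the colours were read and compared with the log2 RPKM of each row of the table, centred on its mean. For all 55 rows of the figure, 1 row of the table was closest, at a mean difference of 0.0086 to 0.171 on the log2 scale, and the next different row was more than 2 times as far away in all 55. The hypothesis is that these are the genes drawn. Chance matches to unrelated genes with a similar profile would put the locus tags in no particular order. They rose with the gene IDs of the figure in all 54 steps, which shuffling matched with p = 1e-05, the smallest that 100000 shufflings can give (permutation test). The pattern of these rows is thus not independent of the figure, and a test on it adds nothing to the figure beyond the levels and the spread.

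In the 40 rows matched to CYP6 genes, the mean of log2(RPKM + 1) was 4.16 to 4.93 in the 5 larval libraries, 4.88 in the egg, 1.48 to 1.73 in pupae and 1.30 to 2.18 in adults. Larvae were higher than the 5 other libraries by 2.17 (exact permutation test, two-sided, p = 0.0397) and higher than pupae and adults by 2.81 (exact permutation test, p = 0.00794, the smallest this design allows). The median difference of the 40 rows exceeded that of all 10000 random lists of the same size and expression. In 36 rows the mean was higher in larvae, with 20 at an unadjusted p under 0.05 in the exact test, 2 of them lower in larvae. RR48_09990, named above for its fall in larvae (-3.71), is among the 40 rows and runs against the set. The egg lay above the larval mean in 24 rows, and the highest library was larval in 28, the egg in 8 and a pupa or adult in 4. The spread of the larval means was 0.33 (SD over 5 instars), and there was 1 egg library.

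In the 14 rows matched to FPPS genes, the highest library was larval in 9, the egg in 2 and a pupa or adult in 3. The mean of log2(RPKM + 1) was highest in L2 at 4.53 and lowest in the male pupa at 1.11. In L5, 5 of the 14 rows were listed at 0, and 9 rows had a value of 0 in some library. The mean RPKM over the libraries ran from 0.65 to 135.2. The comparison with P. xuthus is not made here.

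L2 stood apart from the other larvae. Its Spearman correlation with the 4 other instars was 0.73 to 0.77, while those 4 correlated with one another at 0.84 or more. With the male pupa, L2 correlated at 0.69 and the other instars at 0.53 to 0.57. A candidate explanation is RNA of the male pupa mixed into the L2 library. It would leave all genes of the male pupa in L2 at a common share. Of 143 genes at 20 RPKM or more in the male pupa, and at most 1% of that in egg, L1, L3, L4 and L5, 78 reached over 10% of the male pupa's level in L2, but 41 stayed at 1% or less. The 10th percentile of the ratio was 0.0025 of its median, far below the common share that mixing needs. A shared physiological state of the 2 libraries stays open and was not tested.

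Females and males were compared in pupa and adult, with 1 library of each. At least 4-fold apart in the same direction in both were 415 of 13791 genes, 342 higher in males and 73 higher in females, and 74 were apart in opposite directions. RR48_10286 had 1056 reads in the male pupa and 734 in the male adult, against 1 read in each female library. RR48_06330 had 1635 and 10242 reads in males, and 2 and 83 in females. RR48_00906 had 2907 reads in the female pupa, 651 in the female adult and 0 in both males, and RR48_00739 had 444, 1862 and 0. The male adult was the only library at an RPKM of 1 or more for 181 genes and the male pupa for 124, against 32 and 25 for the female adult and the female pupa. The deeper male pupa does not account for this pattern alone, since the male adult had fewer reads on genes (23604995) than the female adult (27200271).

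Genes with neighbouring locus tags had similar profiles. The median Pearson correlation over the 10 libraries was 0.29 for 12805 pairs of consecutive tags, 0.19 at a distance of 2 tags, 0.11 at 5 and 0.09 at 20, against 0.08 to 0.10 in 1000 random pairings. Reads shared between near-identical copies were tested as an explanation. Without pairs correlated at 0.9 or more, the median of neighbours was 0.24, and 0 of 1000 draws of random pairs, treated the same way, reached it. Partial sharing could also give correlations below 0.9, so shared reads and other sources cannot be told apart here. Whether tags follow the order along scaffolds was not tested. The table lists 15285 genes, all above 0 in at least 1 library, beside the paper's 15499 protein-coding genes. It holds 11 genes in 2 sets of identical values.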
